A study of Drosophila melanogaster with 17 samples.

How the data were processed

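RNA was sequenced from 17 samples of intestinal progenitor cells of adult virgin female Drosophila melanogaster. Per the labels' protocols, flies were held for 5 days at 25 °C, then given Lactobacillus brevis or Lactobacillus plantarum overnight or kept germ-free (raised without live microbes), and then held for 5 days at 29 °C. Per the same protocols, 100 guts per sample were dissected on ice and dissociated with elastase, small cells carrying green fluorescent protein (GFP) were collected by fluorescence-activated cell sorting, RNA was extracted with Trizol, and libraries were built with standard Illumina protocols. The samples fall into 6 groups, given by the genotype and microbiome labels. The genotypes were a temperature-sensitive driver line active in progenitor cells, used as the control, and the same driver with an RNA interference (RNAi) construct against Notch. Each group has 3 samples except the germ-free control group with 2, because a sample was lost at RNA extraction per the series' design text.

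The count table holds whole-number read counts per gene as deposited by the authors, for 17737 genes named by FlyBase identifiers. The aligner, the counting tool, the use of strand, the genome build and the annotation are stated neither in the labels nor in the file headers. The log2 fold changes and mean log2 CPM in 8 tables of comparisons come from the authors, and those tables list 10201 genes each. The p-values and false discovery rates in the same tables were also computed by the authors. The test behind them is not stated, and per the file headers the column names are those that edgeR writes. No deposited comparison of L. brevis with germ-free control flies was used here. All 17 count columns were matched to samples by name, and 0 count columns were left unmatched. Symbols came from the reference's gene name table, which matched 17599 of the 17737 identifiers. Coordinates are those of the Ensembl annotation of assembly BDGP6 and may differ from the authors' build.

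Total counts ran from 24192918 in germ-free control sample 2 to 38237532 in L. brevis Notch RNAi sample 3. No gene totals or unassigned categories were among the counted features. Of the genes, 1628 had a count of 0 in every library. Genes annotated as ribosomal RNA numbered 138. Among the 10677 genes with at least 200 counts over all libraries, 185 genes formed 88 sets with identical counts in every library, and all 183 of these found in the annotation have an exon that overlaps another gene. Values of such genes, and of overlapping or antisense genes, are uncertain because the use of strand is not stated. Intervals and floors from counts cover counting error only, since the reads carry no molecular identifiers as far as the labels say. Replicates were compared before averaging. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 28.2 to 217.5, so no library was counted as a copy of another.

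The counts were analysed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test with robust estimation). Low counts were filtered with edgeR's filterByExpr by group, which kept 11786 genes carrying 99.98% of the counts. Libraries were scaled with the trimmed mean of M-values (TMM). All 17 libraries entered 1 fit with a mean per group, so that the germ-free control group shared the spread estimated over all groups. The common biological coefficient of variation was 0.230. The 9 comparisons within a genotype or within a microbiome condition, the mean Notch RNAi effect over the 3 conditions and the 3 differences between Notch RNAi effects (interaction terms) were tested as contrasts. P-values were adjusted over the 11786 genes by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. Standard errors (SE) were derived from the log2 fold change and the F statistic. CPM values (counts scaled to a library total of 1e6) are TMM-scaled and given as mean ± SD over samples. A fold change against a group whose libraries all had 3 counts or fewer is given as a lower bound, with 3 counts in that group.

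Genes named in the text follow a rule set before the data were examined. It covers Notch and Delta, members of the gene lists, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes whose groups did not overlap in CPM and which had at least 50 counts in each library of the higher group. For interaction terms the condition on overlap was dropped. Genes of 6 kinds were listed in advance: targets of Notch in the E(spl) complex, enteroendocrine genes, digestive genes of enterocytes, mitosis genes, integrin and matrix adhesion genes, and antimicrobial and Imd response genes. Lists for visceral muscle, ovary and eggshell, fat body, and haemocytes served to look for RNA from other tissues. The lists were written from general knowledge of the field. Genes of the rule or the lists that are absent from the tables used were not analysed here. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and adjusted over the 54 tests by Benjamini-Hochberg. The rotation test fry and camera with an estimated correlation served as alternatives.

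The model was tested on simulated counts with the real means, library sizes and spread, in which 200 genes were changed. Among 11590 genes passing the filter, 192 were changed. Of these, 120 (62.5%) were called with 3 against 2 libraries beside 4 false calls, 134 (69.8%) with 3 against 3 beside 15 false calls, and 162 (84.4%) for the mean effect beside 10 false calls. The 15 false calls make 10.07% of the calls of that step. Interaction terms recovered 100 of 198 changed genes (50.5%) for L. brevis against germ-free beside 4 false calls and 109 (55.1%) for L. brevis against L. plantarum beside 5 false calls, over 11557 genes. With no true difference, 0 interactions were called among 11590 genes. Of 54 tests on unchanged lists, 0 were called, and a shifted list was called in 3 of 3 tests. The simulated genes were drawn independently, so these list tests do not cover lists whose genes vary together.

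The alternatives fixed in advance were DESeq2 1.42.0 (Wald test), median-ratio size factors in edgeR, no filter on low counts, a minimum mean count of 50, a fit on the libraries of the compared groups only, the replicate number as a block, and leaving out each replicate in turn. A likelihood-ratio test in edgeR, and a fit without ribosomal RNA genes and identical copies, were chosen after seeing the data. Effects that share germ-free libraries were set against 50 simulations of unchanged groups. GC content was not examined because no genome sequence was used here.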

Results

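The study profiled RNA of sorted intestinal progenitor cells to ask how knockdown of Notch and the bacteria in the gut alter gene expression in these cells. Progenitor cells are the stem cells of the fly midgut and their immediate undifferentiated daughters, and Notch is a receptor through which these cells choose between fates. The 17 libraries fall into 6 groups. Control flies were germ-free (n = 2), associated with L. brevis (n = 3) or associated with L. plantarum (n = 3), and Notch RNAi flies were germ-free (n = 3), with L. brevis (n = 3) or with L. plantarum (n = 3). Total counts ranged from 24192918 to 38237532 per library. Ribosomal RNA genes took 19.70% ± 0.30 of the counts in germ-free control libraries (SD, n = 2) and 15.92% ± 2.37 in germ-free Notch RNAi libraries (SD, n = 3). Their share was 14.62% ± 1.46 and 13.49% ± 0.97 in controls with L. brevis and L. plantarum, and 11.44% ± 0.45 and 11.33% ± 1.03 in the corresponding Notch RNAi groups (SD, n = 3 each). Between replicates of a group, log CPM correlated across genes at r = 0.970 to 0.984.

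The first principal component carried 46.1% of the variance and separated the genotypes, with control libraries at -55.54 to -46.60 and Notch RNAi libraries at 33.60 to 62.34. The second component carried 8.9%. On it, the L. brevis Notch RNAi libraries lay at -28.26 to -17.68 and the other Notch RNAi libraries at 3.66 to 27.46. Control libraries with L. brevis lay at -41.50 to -6.95, and of the L. plantarum controls replicates 2 and 3 lay at 26.64 and 13.66, whereas replicate 1 lay at -23.83.

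**Figure D1:**
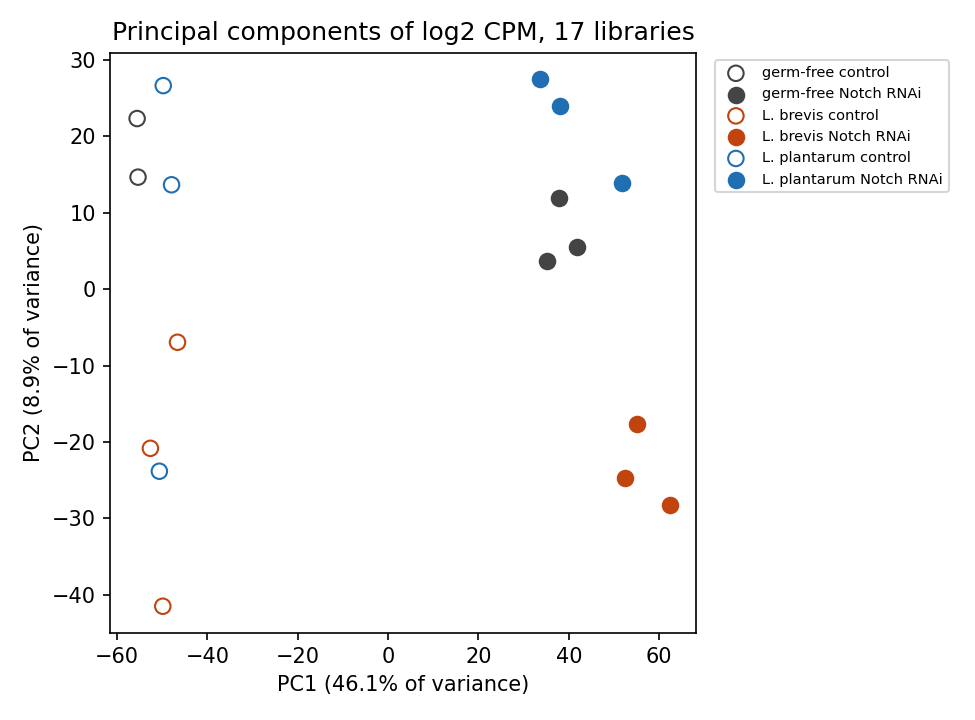
Principal components 1 (46.1% of the variance, x axis) and 2 (8.9%, y axis) of log2 CPM, with a point per library, open for control and filled for Notch RNAi, coloured by microbiome condition. The genotypes separate along component 1, and 1 L. plantarum control library lies at -23.83 on component 2, among the L. brevis controls.

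The targeted gene was examined first, in every library. Notch (symbol N, FBgn0004647) is a protein-coding gene at X:3134870-3172221 on the plus strand of BDGP6. Germ-free control libraries had 195.2 and 196.5 CPM, controls with L. brevis 223.6, 165.7 and 194, and controls with L. plantarum 211.6, 193.3 and 180.1. The Notch RNAi libraries had 67.49, 67.29 and 63.48 CPM when germ-free, 79.84, 82.88 and 71.29 with L. brevis, and 52.75, 62.78 and 62.09 with L. plantarum. Every Notch RNAi library therefore lay below every control library. The log2 fold change was -1.57 (SE 0.118) in germ-free flies, -1.32 (SE 0.108) with L. brevis and -1.72 (SE 0.109) with L. plantarum, with adjusted p-values of 1.99e-07, 1.61e-07 and 2.35e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In controls, Notch did not differ detectably between microbiome conditions (log2 fold changes -0.01, -0.01 and 0.00 for L. brevis and L. plantarum against germ-free and L. brevis against L. plantarum; edgeR adjusted p = 0.972, 0.99 and 0.988). Among Notch RNAi flies it was higher by 0.40 with L. brevis than with L. plantarum (SE 0.107, edgeR adjusted p = 0.0265), a call that 4 of the 6 fits leaving out 1 library and the fit on these groups alone lost, the highest adjusted p being 0.101. The knockdown itself was not shown to differ between these conditions (interaction 0.40, SE 0.151, edgeR adjusted p = 0.444).

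Delta (FBgn0000463, protein-coding, 3R:19302731-19326217, minus strand) encodes a ligand of Notch that marks the stem cells among progenitors. It rose under Notch RNAi from 12.19 ± 4.17 CPM (SD, n = 2) to 97.03 ± 10.3 (SD, n = 3) in germ-free flies, from 30.51 ± 7.53 to 188.6 ± 33.7 with L. brevis and from 21.59 ± 1.40 to 112.2 ± 8.79 with L. plantarum (SD, n = 3 each). The log2 fold changes were 2.99 (SE 0.242), 2.63 (SE 0.200) and 2.38 (SE 0.199), with edgeR adjusted p-values of 5.49e-07, 1.21e-07 and 4.8e-07. The Notch RNAi effect on Delta was not shown to differ between conditions (interactions -0.36, -0.61 and 0.25; edgeR adjusted p = 0.608, 0.418 and 0.806). Delta was also higher with L. brevis than in germ-free flies, by 0.96 under Notch RNAi (SE 0.189, edgeR adjusted p = 0.00746) and by 1.32 in controls (SE 0.226, edgeR adjusted p = 0.0077). The control call was lost when only the 5 libraries of the compared groups were fitted, with an adjusted p of 0.117. For L. plantarum against germ-free, the differences of 0.21 under Notch RNAi and 0.82 in controls were not called (edgeR adjusted p = 0.719 and 0.128), though DESeq2 called the control difference of Delta (adjusted p = 0.0197, range over the alternatives 0.0197 to 0.322). Under Notch RNAi, Delta was higher by 0.75 with L. brevis than with L. plantarum (SE 0.188, edgeR adjusted p = 0.0218), a call lost in 4 of the 6 fits leaving out 1 library (highest adjusted p 0.0831).

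**Figure D2:**
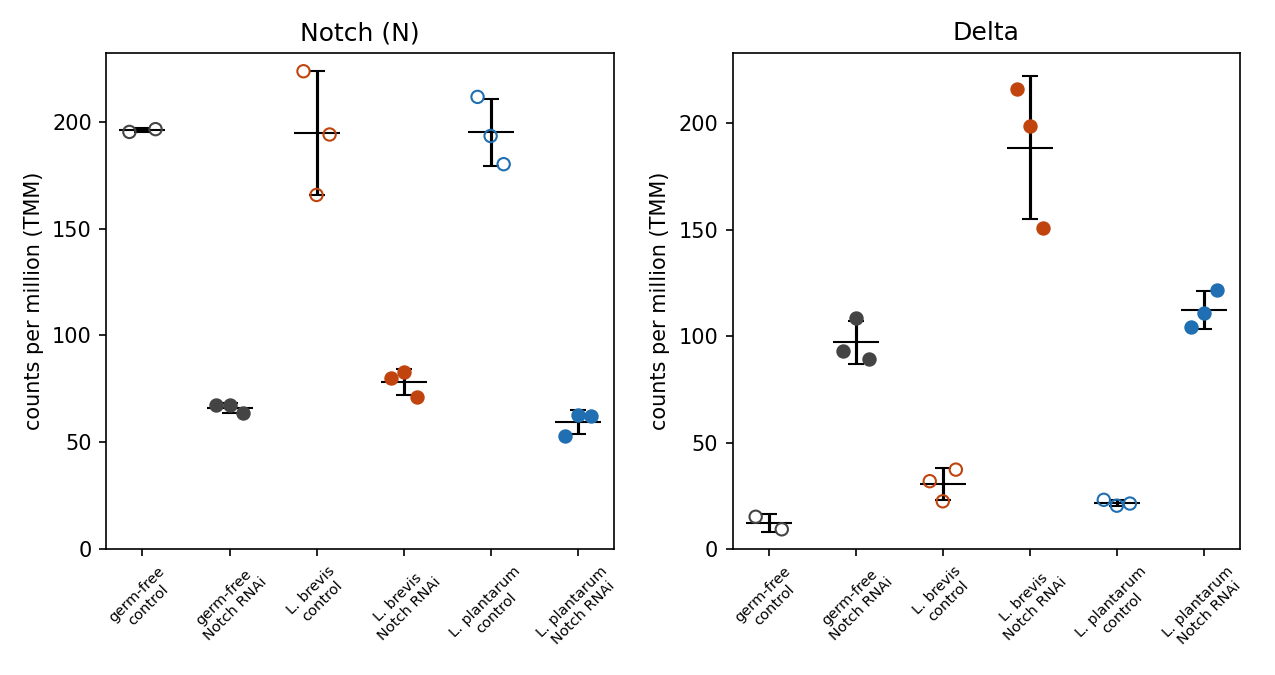
TMM-scaled CPM (y axis) of Notch and Delta in each library (points) of the 6 groups (x axis), with group mean and SD as bars. Notch lies at 52.75 to 82.88 CPM in the Notch RNAi libraries and at 165.7 to 223.6 in the controls, and mean Delta rises under Notch RNAi in all 3 microbiome conditions.

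The effect of Notch RNAi was then compared across all 11786 tested genes within each microbiome condition. In germ-free flies 3799 genes were called, 2066 higher and 1733 lower. With L. brevis 5015 were called (2627 higher, 2388 lower) and with L. plantarum 3984 (2071 higher, 1913 lower). Genes changed at least 2-fold numbered 1499, 1949 and 1359. Averaged over the 3 conditions, 6665 genes were called, 3492 higher and 3173 lower. Among the alternatives, leaving out L. plantarum Notch RNAi replicate 3 moved the count with L. plantarum the most, to 3090, and no alternative moved a count of these comparisons by more than 1.5 times.

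The strongest changes included genes not detected in 1 of the groups. In germ-free flies, side (FBgn0016061) averaged 5.85 ± 1.40 CPM under Notch RNAi and side-II (FBgn0259213) 4.78 ± 1.12 (SD, n = 3), against 0 in both controls, rises of at least 5.50 and 5.21 on the log2 scale (edgeR adjusted p = 1.29e-06 and 4.58e-07). CG43182 rose by at least 4.20 in germ-free flies and by at least 4.42 with L. plantarum (edgeR adjusted p = 1.07e-05 and 1.73e-06). With L. brevis, CG15605, AkhR and TotC rose by at least 4.78, 4.73 and 6.97 (edgeR adjusted p = 5.34e-05, 8.38e-07 and 0.0109), and TotC varied widely between the Notch RNAi libraries (12.67 ± 17.9 CPM, SD, n = 3). With L. plantarum, nerfin-1 rose from 0.150 to 27.48 ± 0.783 CPM (log2 fold change 7.43, SE 0.584, edgeR adjusted p = 5.53e-07) and insb from 0.295 to 33.0 ± 7.67 CPM (6.77, SE 0.341, edgeR adjusted p = 3.02e-09).

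The largest falls included E(spl)m3-HLH (FBgn0002609, 3R:26021823-26023127, plus strand), from 334.3 ± 22.8 CPM (SD, n = 2) to 5.18 ± 1.91 (SD, n = 3) in germ-free flies. Its log2 fold change was -6.02 there (SE 0.306, edgeR adjusted p = 2e-08) and -6.41 with L. brevis (SE 0.303, edgeR adjusted p = 3.36e-09). CG12934 fell from 1077 ± 108 to 3.70 ± 4.21 CPM with L. brevis (SD, n = 3 each; -8.16, SE 1.22, edgeR adjusted p = 0.000214). With L. plantarum, Muc26B and CG14692 changed by at least -5.36 and -5.16, and CG17145 by -6.63 (SE 0.766), with edgeR adjusted p-values of 0.00109, 3.17e-06 and 1.46e-05. PPO2 fell in germ-free flies from 7.74 ± 3.13 CPM (SD, n = 2) by -6.94 (SE 1.33, edgeR adjusted p = 0.00119). CG30486, which overlaps an antisense gene and is therefore uncertain, changed by at least -4.92 in germ-free flies and -4.35 with L. brevis (edgeR adjusted p = 1.11e-05 and 4.05e-06). All the genes named in this and the preceding paragraph stayed called under every alternative that was run for them.

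Across all tested genes, the log2 fold changes of Notch RNAi correlated between conditions, at r = 0.676 for germ-free and L. brevis, 0.670 for germ-free and L. plantarum, and 0.748 for L. brevis and L. plantarum. Genes are not independent replicates, so no p-value is given. When genes with a mean count below 50 were left out, the last value rose to 0.835. Of 6386 genes called in at least 1 condition, 2363 were called in all 3. Of these 1290 were higher in all 3, 1069 were lower in all 3, and 4 changed in opposite directions.

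**Figure D3:**
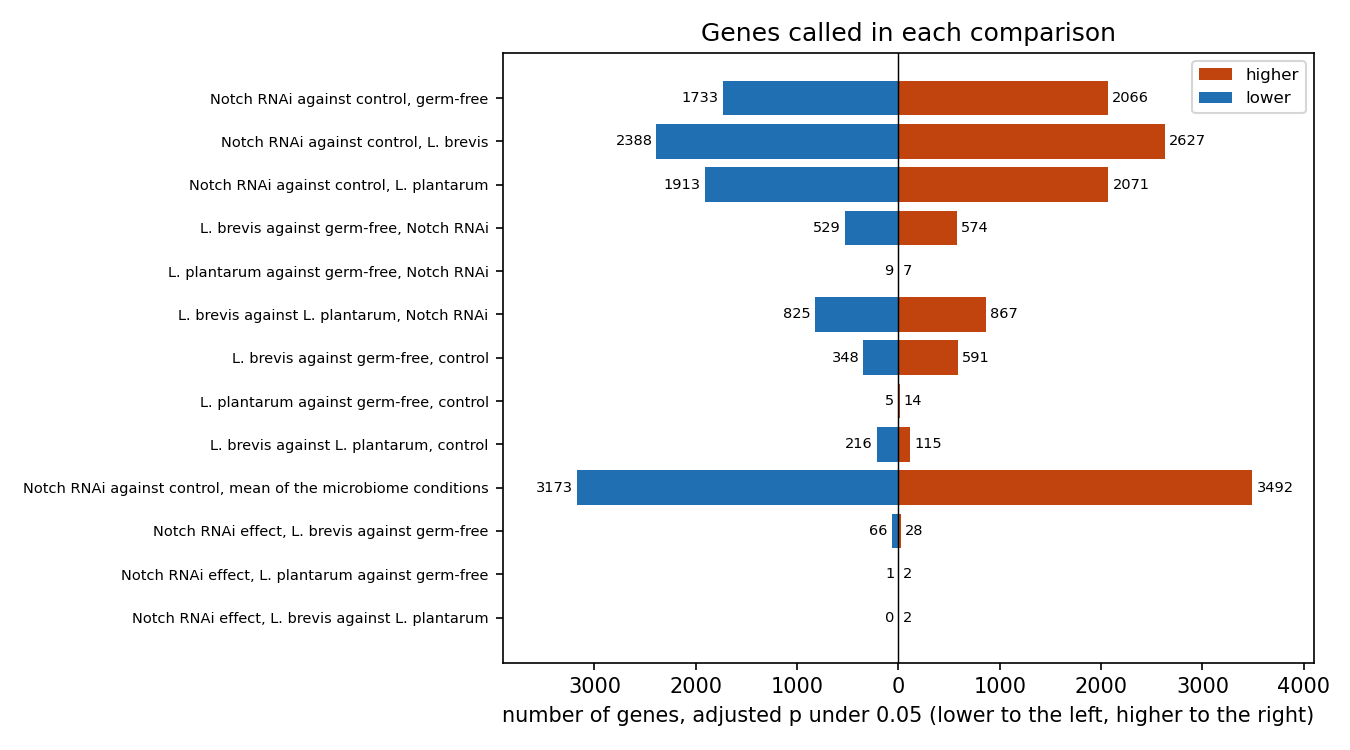
Number of genes (x axis) called higher (right) or lower (left) at an edgeR adjusted p under 0.05 in each of the 13 contrasts (y axis). Notch RNAi contrasts called 3799 to 6665 genes, L. brevis contrasts 331 to 1692, L. plantarum against germ-free 16 and 19, and the differences between Notch RNAi effects 94, 3 and 2.

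Gene lists fixed beforehand were tested in the 9 pairwise comparisons, and 29 of the 54 tests were called by camera. Of these 29, 21 were also called by fry, and 2 with the correlation estimated for each list, the E(spl) targets under Notch RNAi in germ-free and L. plantarum flies. The estimated correlation was thus the alternative that moved the count most. The median log2 fold change of the 9 tested E(spl) targets under Notch RNAi was -3.14 in germ-free flies, -2.64 with L. brevis and -3.35 with L. plantarum (camera adjusted p = 1.07e-06, 0.000153 and 1.26e-06), or -2.90, -2.07 and -2.44 with genes at the floor set to their bound. The medians of the other lists were the same with bounds. Over all genes tested 8, 8 and 9 of the 9 were called, and adjusted over the list alone also 8, 8 and 9. E(spl)m8-HLH went the other way, with rises of 3.46, 3.19 and 2.02 (SE 0.605, 0.454 and 0.450; edgeR adjusted p = 0.000438, 4.08e-05 and 0.00244). The 26 mitosis genes rose by medians of 1.57, 2.02 and 1.48 (camera adjusted p = 6.74e-12, 1.95e-13 and 4.49e-12), with 24, 23 and 23 called over all genes and 24, 23 and 23 adjusted over the list alone.

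The 17 enteroendocrine genes (secretory cells of the gut) had medians of 1.01, 0.39 and 0.83 under Notch RNAi (camera adjusted p = 0.000151, 0.0883 and 0.00139). Over all genes 13, 11 and 13 were called, and 14, 11 and 13 adjusted over the list alone. With L. brevis fry called the list (adjusted p = 1.84e-05), and leaving out a single library brought the camera adjusted p as low as 0.0295. The members diverged in each condition. CCHa1 rose from 61.83 ± 1.00 to 1791 ± 258 CPM in germ-free flies (SD, n = 2 and 3), with log2 fold changes of 4.86, 5.11 and 4.40 (edgeR adjusted p = 5.75e-12, 2e-13 and 1.2e-12), whereas Tk fell from 2125 ± 247 to 101 ± 30.3 CPM, with -4.40, -5.43 and -4.72 (edgeR adjusted p = 1.65e-07, 9.03e-09 and 4.06e-08). The 32 digestive genes of enterocytes (absorptive cells) fell by medians of -1.12 and -1.14 in germ-free and L. brevis flies (camera adjusted p = 0.000253 and 0.000153). Over all genes 15 and 16 were called, and 15 and 17 adjusted over the list alone. By fry the adjusted p was 0.0491 and 0.013, and by camera with the estimated correlation 0.436 and 0.424. These genes, except Myo31DF, were higher in germ-free control replicate 1 than in replicate 2, with alphaTry at 6610 and 3072 CPM. No list test left out either of these libraries. With L. plantarum the median was -0.25 (camera adjusted p = 0.278; 2 called over all genes, 1 adjusted over the list alone), and without L. plantarum Notch RNAi replicate 3 its direction reversed (camera adjusted p = 0.979), while without replicate 1 of that group it was called (0.0198). The 26 tested adhesion genes had medians of -0.25, -0.35 and -0.41 (camera adjusted p = 0.0808, 0.0315 and 0.0238; 8, 15 and 16 called over all genes, 8, 16 and 18 adjusted over the list alone). In germ-free flies fry called the list (adjusted p = 0.0104). The L. brevis call was lost without L. brevis control replicate 3 (camera adjusted p = 0.0832) and the L. plantarum call without L. plantarum Notch RNAi replicate 1 (0.0588). L. brevis control replicate 3 also had a median of 42.7 CPM for the visceral muscle list, against 1.82 and 1.04 in replicates 1 and 2 of its group. Whether muscle RNA in that library took part in the fall of the adhesion list was not tested. The 14 tested antimicrobial and Imd genes were not called by camera (medians -0.30, 0.06 and 0.06; adjusted p = 0.104, 0.3 and 0.373; 6, 7 and 5 genes called over all genes, 6, 8 and 7 adjusted over the list alone), though fry called them with L. brevis (adjusted p = 0.0335).

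**Figure D4:**
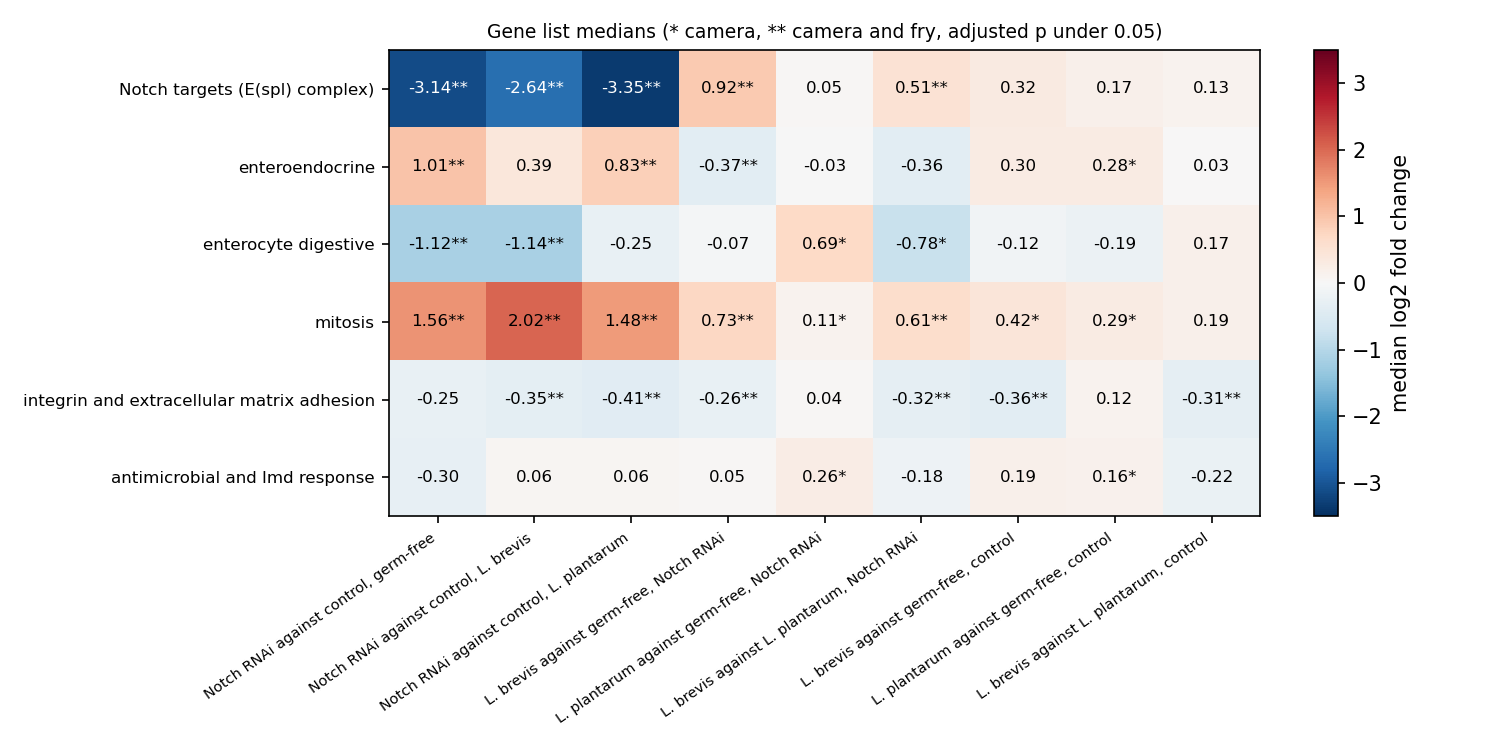
Median log2 fold change (colour and number) of the tested genes of each of the 6 lists (y axis) in the 9 pairwise comparisons (x axis), with 1 asterisk for lists called by camera and a pair for lists called by camera and fry. Under Notch RNAi the E(spl) medians lie at -3.35 to -2.64 and the mitosis medians at 1.48 to 2.02.

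The next comparisons asked what the bacteria change in Notch RNAi flies. L. brevis against germ-free gave 1103 calls (574 higher, 529 lower). DESeq2 gave the highest count, 1675, and the fit without germ-free Notch RNAi replicate 2 the lowest, 326. L. plantarum against germ-free gave 16 calls (7 higher, 9 lower), and 0 when germ-free Notch RNAi replicate 1 or 2 was left out, with 1250 genes at an unadjusted p under 0.05 in the full fit and 1100 and 807 in these. L. brevis against L. plantarum gave 1692 calls (867 higher, 825 lower), and 250 without L. plantarum Notch RNAi replicate 2.

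PGRP-SC1a (FBgn0043576, 2R:8709733-8710320, plus strand) encodes a peptidoglycan recognition protein, and reads of its near copy PGRP-SC1b may have been split between them, so each value is uncertain. PGRP-SC1a rose from 2.06 ± 1.66 CPM in germ-free Notch RNAi flies to 42.0 ± 7.79 with L. brevis and 107.1 ± 50 with L. plantarum (SD, n = 3 each). The log2 fold changes were 4.35 (SE 0.705, edgeR adjusted p = 0.00458) and 5.70 (SE 0.739, edgeR adjusted p = 0.0149). The first call held in all alternatives, and the second was lost in 2 of the 6 fits leaving out 1 library and in the fit on the compared groups alone (highest adjusted p 0.129). PGRP-SC1b followed with 4.02 and 5.42. With the counts of both genes summed, the rises were 4.20 (SE 0.71, edgeR adjusted p = 0.00566) and 5.57 (SE 0.75, edgeR adjusted p = 0.017). CG7402 rose with L. plantarum by 4.54 (SE 0.681, edgeR adjusted p = 0.0149), a call lost in 3 of the 6 fits without a library (highest adjusted p 0.144). Among the falls with L. plantarum, comm changed by -0.88 (SE 0.155, edgeR adjusted p = 0.0317), lost in 4 of these 6 fits, and 2 pseudogenes of 18S ribosomal RNA, which share reads with other copies, 18SrRNA-Psi:CR41602 and 18SrRNA-Psi:CR45861, changed by -0.95 and -0.92 (edgeR adjusted p = 0.0261 and 0.0208). The pseudogenes also lost their calls in 4 of these 6 fits (highest edgeR adjusted p 0.184 and 0.144), and comm and both pseudogenes lost theirs in the fit on the compared groups alone.

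With L. brevis against germ-free, CG8560 rose by 4.15 (SE 1.13) and CG12934, ey and CG1979 changed by -3.69 (SE 1.01), -2.79 (SE 0.748) and -2.59 (SE 0.755), with edgeR adjusted p-values of 0.042, 0.0434, 0.0306 and 0.0454. Each of these 4 calls was lost in at least 4 of the 6 fits leaving out 1 library, with highest edgeR adjusted p-values of 0.132, 0.158, 0.122 and 0.167. Between L. brevis and L. plantarum, Tl (FBgn0262473) was lower with L. brevis, at 1.23 ± 0.0475 CPM, than with L. plantarum, at 6.20 ± 2.42 (SD, n = 3 each; -2.34, SE 0.277, edgeR adjusted p = 0.00141), and stayed called in every alternative. CG40486 was higher with L. brevis (1.71, SE 0.347, edgeR adjusted p = 0.00985) and lost its call in 1 of the 6 fits without a library (adjusted p = 0.0586). E(spl)m6-BFM was higher by 1.78 (SE 0.498, edgeR adjusted p = 0.0298), D by 1.40 (SE 0.443, edgeR adjusted p = 0.046), and CG12934 differed by -3.34 (SE 0.997, edgeR adjusted p = 0.0459). The antisense RNA asRNA:CR45144, which overlaps RhoGEF2, differed by -2.56 (SE 0.636, edgeR adjusted p = 0.0199). Leaving out single libraries cost these 4 genes their calls in 4, 6, 4 and 3 of the 6 fits.

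In control flies, L. brevis against germ-free gave 939 calls (591 higher, 348 lower), and 252 without L. brevis control replicate 1. A fit on the 5 libraries of these groups alone called 0 genes, with 2172 at an unadjusted p under 0.05. L. plantarum against germ-free gave 19 calls (14 higher, 5 lower), 0 without L. plantarum control replicate 3 and 44 without replicate 1, with 1260 and 1845 genes at an unadjusted p under 0.05. L. brevis against L. plantarum gave 331 calls, 216 of them lower with L. brevis, 1292 without L. plantarum control replicate 1 and 2 without L. plantarum control replicate 3. The germ-free control group held 2 libraries, so leaving out either was not used for calls.

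CG17571 was the most increased named gene with L. brevis in controls, from 17.67 ± 6.36 (SD, n = 2) to 241.4 ± 77.0 CPM (SD, n = 3; 3.77, SE 0.737, edgeR adjusted p = 0.0145). PGRP-SC1a and PGRP-SC1b rose by 3.42 and 3.16 (SE 0.827 and 0.788, edgeR adjusted p = 0.0303 and 0.0333), and lost their calls in 2 of the 3 fits without a library (highest edgeR adjusted p 0.061 and 0.0691) and in the fit on 5 libraries (0.1 and 0.0988). Both also lost their calls with the replicate number as a block. Dh44 (FBgn0012344, 3R:9638182-9650706, plus strand) was high in the germ-free controls, at 18.27 ± 11.7 CPM (SD, n = 2), and at 1.66 ± 0.363 and 1.86 ± 0.920 with L. brevis and L. plantarum (SD, n = 3 each), changes of -3.46 and -3.30 (SE 0.488 and 0.487, edgeR adjusted p = 0.00317 and 0.0271). The L. plantarum call of Dh44 was lost in 1 of 3 fits without a library and in the fit on the compared groups alone (edgeR adjusted p = 0.0827 and 0.221). Fst (3R:9644978-9646154) lies within the span of Dh44 on the opposite strand and was also highest in germ-free controls, at 695 ± 337 CPM (SD, n = 2), with a change of -1.81 with L. plantarum (SE 0.300, edgeR adjusted p = 0.0373) that was lost in all 3 fits without a library. PPO2 and CG1698 changed by -5.61 and -2.48 with L. brevis (SE 1.22 and 0.547, edgeR adjusted p = 0.0175 and 0.0199). The fit on 5 libraries lost the L. brevis calls of CG17571, Dh44, PPO2 and CG1698 (edgeR adjusted p = 0.0627, 0.0767, 0.0966 and 0.0982). PPO2 also lost its call with DESeq2 and the likelihood-ratio test (adjusted p = 0.117 and 0.0533), and CG1698 in 1 of 3 fits without a library (edgeR adjusted p = 0.0555).

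With L. plantarum against germ-free in controls, 3 histone genes with near-identical copies, His2B:CG33876, His2B:CG33874 and His2B:CG33870, rose by 1.62, 1.59 and 1.59 (edgeR adjusted p = 0.0271, 0.0271 and 0.0331), and CG10140 changed by -1.59 (SE 0.228, edgeR adjusted p = 0.0271). Between L. brevis and L. plantarum in controls, Zip48C, Spc25 and nmdyn-D7 were higher by 1.13, 1.10 and 1.07 (edgeR adjusted p = 0.017, 0.03 and 0.0119), and Ziz, CG31183 and slow differed by -1.76, -1.68 and -1.65 (edgeR adjusted p = 0.0127, 0.0127 and 0.02). Each of these 10 calls was lost in at least 1 fit leaving out a library, and in the fit on the compared groups alone, with edgeR adjusted p-values of 0.142 to 0.235 there.

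Effects of the 2 bacteria against germ-free flies share the germ-free libraries and correlate without any effect of the bacteria. Across genes, the log2 fold changes of L. brevis and L. plantarum against germ-free correlated at r = 0.440 under Notch RNAi, where 50 simulations of unchanged groups gave a mean of 0.503 (0.439 to 0.549). In controls r was 0.647, with a simulated mean of 0.624 (0.592 to 0.663). Between the genotypes, which share no library, the effects correlated across genes at r = 0.157 for L. brevis against germ-free, 0.081 for L. plantarum against germ-free and 0.203 for L. brevis against L. plantarum. For L. brevis against germ-free, 218 genes were called in both genotypes (87.9 if calls were independent), 214 of them in the same direction. For L. brevis against L. plantarum, 171 were called in both (47.5 if calls were independent), all in the same direction. Both genotypes share 1 fit with the same spread per gene, so calls can coincide without a shared effect. The 87.9 and 47.5 may therefore be too low, while the shared directions do not rest on them.

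Among the gene lists, mitosis genes were higher with L. brevis under Notch RNAi, by medians of 0.73 against germ-free and 0.61 against L. plantarum (camera adjusted p = 8.82e-13 and 2.62e-08, both also called by fry). In each, 17 of 26 genes were called over all genes and 22 adjusted over the list alone. In controls, the mitosis median was 0.42 with L. brevis against germ-free (camera adjusted p = 0.00793, fry 0.177; 4 called over all genes, 8 adjusted over the list alone). The adhesion list was lower with L. brevis in all 4 comparisons with germ-free or L. plantarum flies, each called by camera and fry and in every fit without a library. Its medians were -0.26 and -0.32 under Notch RNAi (camera adjusted p = 0.00015 and 0.000173) and -0.36 and -0.31 in controls (0.00314 and 1.26e-06). Over all genes 5, 10, 6 and 4 of its 26 genes were called, and 11, 11, 8 and 13 adjusted over the list alone. The genes mys, ItgaPS4, Vinc and trol were lower with L. brevis than with L. plantarum in both genotypes, by -0.35, -1.19, -0.48 and -0.39 under Notch RNAi (edgeR adjusted p = 0.0271, 0.00325, 0.0153 and 0.0459) and by -0.56, -0.78, -0.54 and -0.81 in controls (0.0127, 0.0311, 0.0255 and 0.0119). Values of ItgaPS4 are uncertain because it overlaps another gene on the opposite strand.

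E(spl) targets were higher with L. brevis under Notch RNAi, by 0.92 against germ-free and 0.51 against L. plantarum (camera adjusted p = 0.00556 and 0.0187). In each, 3 were called over all genes and 4 adjusted over the list alone. Notch itself was also higher with L. brevis there, by 0.24 and 0.40 (edgeR adjusted p = 0.171 and 0.0265). A weaker knockdown was therefore not separated from an effect of the bacteria, though the knockdown was not shown to differ. Enteroendocrine genes were lower with L. brevis against germ-free under Notch RNAi (median -0.37, camera adjusted p = 0.042; 8 called over all genes, 9 adjusted over the list alone), a call lost in 4 of 15 fits without a library (highest adjusted p 0.0618, without germ-free Notch RNAi replicate 3). Digestive genes were higher with L. plantarum than in germ-free Notch RNAi flies (median 0.69, camera adjusted p = 2.39e-08) and lower with L. brevis than with L. plantarum (-0.78, camera adjusted p = 8.36e-05), neither called by fry (0.103 and 0.0842), with 0 and 1 genes called over all genes and 0 and 1 adjusted over the list alone. With L. plantarum against germ-free, camera also called mitosis and antimicrobial genes under Notch RNAi (medians 0.11 and 0.26; adjusted p = 0.0179 and 0.0123) and enteroendocrine, mitosis and antimicrobial genes in controls (0.28, 0.29 and 0.16; adjusted p = 0.0218, 0.0238 and 0.0216). None of these 5 was called by fry. Under Notch RNAi, the mitosis call was lost in 2 of 15 fits without a library, with the highest camera adjusted p (0.93) without L. plantarum Notch RNAi replicate 3. The antimicrobial call was lost in 1, without replicate 1 of that group (0.0793). In controls, the enteroendocrine call was lost in 1 of 15 fits and the mitosis call in 2. Their highest camera adjusted p-values were 0.051 and 0.0695, both without L. plantarum control replicate 1. Of the remaining list tests between microbiome conditions, none was called by camera.

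Whether the Notch RNAi effect itself differed between microbiome conditions was tested with interaction terms. Between L. brevis and germ-free it differed for 94 genes (28 with a higher and 66 with a lower effect with L. brevis). This count fell to 0 without germ-free Notch RNAi replicate 2, where 1445 genes had an unadjusted p under 0.05, and rose to 217 without L. brevis Notch RNAi replicate 3. The largest differences were 3.24 for Dh44, 2.85 for CG10000 and 2.52 for AttD, and -2.73 for Apoltp, -2.44 for Scp2 and -2.28 for CG5160, with edgeR adjusted p-values of 0.0349, 0.0468, 0.047, 0.0301, 0.0299 and 0.0212. CG5160 lost its call in 2 of the 9 fits without a library (highest adjusted p 0.0636) and the others in 5 to 7. In the fit on the compared groups alone, Dh44, CG10000, AttD, Apoltp and Scp2 also lost their calls (edgeR adjusted p = 0.0653, 0.0653, 0.0781, 0.0673 and 0.0885). AttD lost its call with median-ratio size factors as well. Between L. plantarum and germ-free the effect differed for 3 genes. These were acs (3.52, SE 0.498, edgeR adjusted p = 0.0246), trbl (1.14, SE 0.165, edgeR adjusted p = 0.0246) and PGRP-LC (-0.78, SE 0.124, edgeR adjusted p = 0.0497). Between L. brevis and L. plantarum it differed for 2 genes, E(spl)malpha-BFM (1.39, SE 0.207, edgeR adjusted p = 0.0338) and Lmpt (0.84, SE 0.120, edgeR adjusted p = 0.0338). The genes acs, trbl, PGRP-LC, E(spl)malpha-BFM and Lmpt lost their calls in 6, 7 and 8 of 9 and 9 and 9 of 12 fits without a library (highest edgeR adjusted p 0.105, 0.105, 0.245, 0.133 and 0.133), and in the fits on the compared groups alone. For example, no gene was called between L. plantarum and germ-free without germ-free Notch RNAi replicate 1, or between L. brevis and L. plantarum without L. brevis control replicate 1, with 1559 and 1210 genes at an unadjusted p under 0.05.

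The levels behind these differences were as follows. Mean acs fell under Notch RNAi from 15.42 ± 2.13 CPM (SD, n = 2) to 1.99 ± 0.639 (SD, n = 3) in germ-free flies and was 4.33 ± 1.16 and 6.44 ± 2.97 with L. plantarum (SD, n = 3 each). PGRP-LC was 222.6 ± 14.7 and 179.9 ± 3.42 CPM in germ-free flies and 305.1 ± 28.1 and 143.5 ± 7.01 with L. plantarum, in control and Notch RNAi flies. E(spl)malpha-BFM was at 246.7 ± 16.2 and 247.6 ± 10.1 CPM in controls with L. brevis and L. plantarum, and at 20.11 ± 3.17 and 7.65 ± 1.92 under Notch RNAi (SD, n = 3 each). Lmpt was at 131.8 ± 5.56 CPM in controls with L. brevis, 235 ± 15.9 in controls with L. plantarum, and 202 ± 7.97 and 201.7 ± 15.2 under Notch RNAi (SD, n = 3 each).

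The authors' deposited tables hold 8 of the 9 pairwise comparisons. Across the genes they list, their log2 fold changes correlated with those from edgeR here at r = 1.00 in each table. The authors' deposited tables call 3606, 4682 and 3716 genes for Notch RNAi in germ-free, L. brevis and L. plantarum flies, where the quasi-likelihood test restricted to those genes called 3756, 4799 and 3881. Under Notch RNAi, the authors' deposited tables call 1208 genes for L. brevis against germ-free, 1800 for L. brevis against L. plantarum and 98 for L. plantarum against germ-free, where the quasi-likelihood test called 1165, 1796 and 17. For controls, the authors' deposited tables call 523 genes for L. brevis against L. plantarum and 140 for L. plantarum against germ-free, where the quasi-likelihood test called 389 and 22.

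RNA of other tissues was looked for with lists fixed beforehand. The median CPM of 16 visceral muscle genes was 42.7 in L. brevis control replicate 3 and 0.667 to 15.3 in the other 16 libraries. Over all libraries, the medians lay at 0 to 0.691 for 3 tested ovary and eggshell genes and 0.189 to 0.708 for 6 fat body genes. For 5 haemocyte genes they lay at 6.9 to 18 in all 9 Notch RNAi libraries and at 2.42 to 4.69 in all 8 controls, a difference that was not tested. The mean log2 CPM of 13 heat-shock genes, a set chosen after the values were seen, was 12.03 to 12.14 in the L. brevis Notch RNAi libraries and 10.55 to 11.81 in the others.

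**Figure D5:**
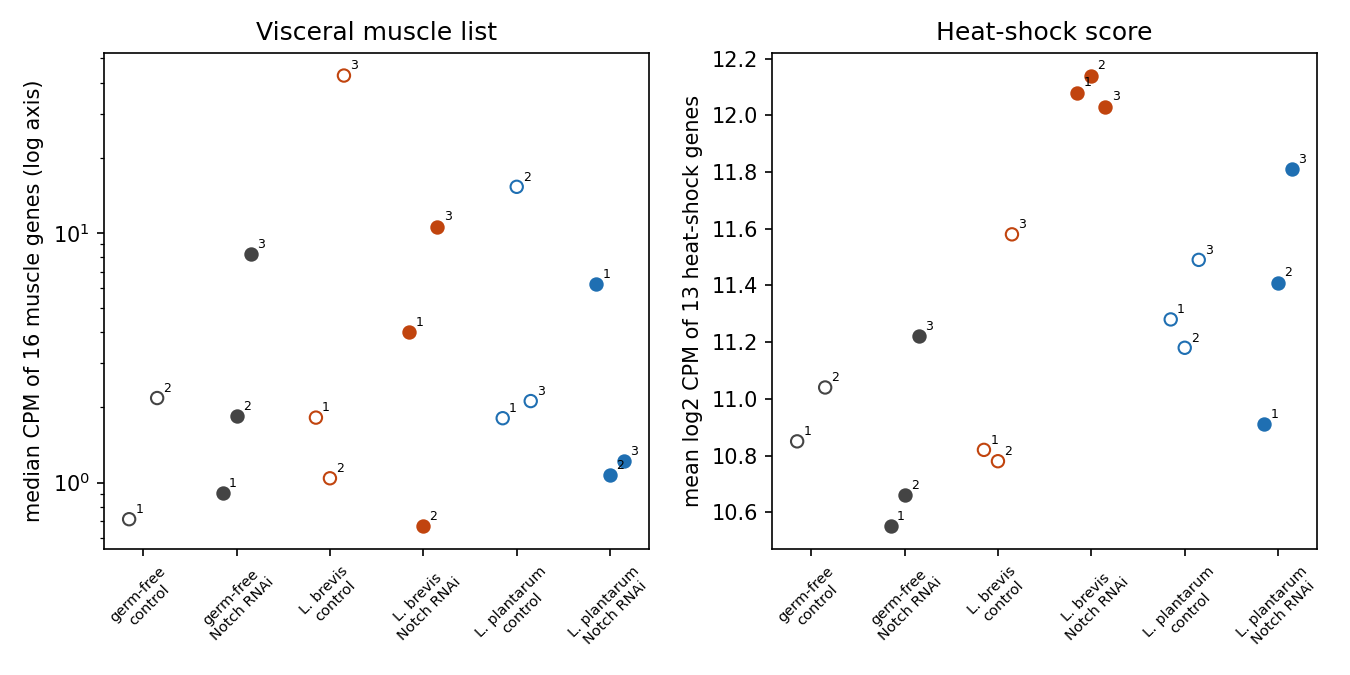
Left, median CPM of 16 visceral muscle genes (log y axis), and right, mean log2 CPM of 13 heat-shock genes (y axis), in each library (points with replicate numbers) of the 6 groups (x axis). L. brevis control replicate 3 stands at 42.7 CPM for the muscle genes, and the L. brevis Notch RNAi libraries at 12.03 to 12.14 for the heat-shock genes.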

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

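The test without ribosomal RNA genes and identical copies, the simulations of deviating germ-free controls and the sorting of splits by the libraries exchanged were chosen only after the result was seen. The other tests of this part were set beforehand.

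The Notch RNAi effect differed between L. brevis and germ-free flies for 94 genes, between L. plantarum and germ-free flies for 3 genes and between L. brevis and L. plantarum for 2 genes, by edgeR interaction terms at an adjusted p under 0.05. What drew attention to these results is that the effect of the same contrast differed between groups by a test of the difference itself.

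For the 94 genes, several technical explanations were tested. After every library was thinned to the smallest total, 96 genes were called, 84 of them among the 94, which argues against a difference in depth between groups. After each library's trend with gene length was removed, 118 genes were called, 78 of them among the 94, which argues against gene length bias as the whole cause. With the median of the muscle list as a covariate, 78 genes were called, 71 of them among the 94, which argues against visceral muscle carry-over. Without ribosomal RNA genes and identical copies 76 genes were called, 75 of them among the 94, which argues against these genes taking counts as the whole cause.

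The 2 germ-free control libraries alone were also weighed as a source. Of the 94 genes, 44 (46.8%) differed more between the L. brevis and L. plantarum effects than between the L. plantarum and germ-free effects, with median absolute differences of 0.48 and 0.52 on the log2 scale. The criterion set beforehand, that well over 50% would count against these libraries, was not met. It made no allowance for how few such genes deviating controls give. In 100 simulations where only the germ-free controls deviated, by the observed amount, 3.9 to 12.4% of the genes called did so, and by 0.9 of it 2.4 to 21.1%, so that 0 of 100 reached 46.8% in either case. The 0.9 was added after the other sizes were seen. This argues against these libraries as the whole cause, while a share in it stays open. Smaller deviations gave a median of 11 calls or fewer, too few to compare. Of the 94 genes, 60 (63.8%) were called between L. brevis and germ-free under Notch RNAi, and 38 in controls. The simulations gave 34.1 to 55.7% under Notch RNAi at the observed amount, where 0 of 100 reached 63.8%. At 0.9 of it they gave 36.8 to 78%, where 4 of 100 did. The count fell to 0 without germ-free Notch RNAi replicate 2. The mean log2 CPM of 13 heat-shock genes was highest in the L. brevis Notch RNAi libraries, at 12.03 to 12.14 against 10.55 to 11.81 in the others. Stress during dissociation was not tested for the 94 genes and stays open. A biological difference between L. brevis and germ-free flies in how progenitors respond to Notch RNAi also stays open and untested.

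For the other interactions, thinning to the smallest total left 3 genes between L. plantarum and germ-free and 2 between L. brevis and L. plantarum, the same genes as before, which argues against a difference in depth. Among 100 splits of the libraries with L. brevis and L. plantarum within each genotype, 6 gave at least 2 genes, the real one included. The other 5 of these exchanged unequal numbers of libraries in the genotypes, which carries the microbiome effect shared by the genotypes into the interaction and gave up to 2936 genes. Of the 40 other splits that exchanged as many libraries in each genotype, 0 gave 2 genes. The count over all 100 splits therefore decides nothing, and whether the 2 genes arise by a random division of the libraries stays open. No count of splits was made for the interactions with germ-free flies, because the germ-free control group had 2 libraries.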

How the results depend on the processing

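The counts of genes called for Notch RNAi within each microbiome condition and for the mean effect stayed within 1.5 times the reported count under every alternative. Across the fits that each left out 1 library, they ran from 2967 to 3268 in germ-free flies (3 fits), 4098 to 4627 with L. brevis (6 fits), 3090 to 3649 with L. plantarum (6 fits) and 6334 to 6705 for the mean effect (15 fits).

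Counts for the microbiome comparisons moved more. With DESeq2, L. brevis against germ-free gave 1675 genes under Notch RNAi (1103 in the reported fit) and 1451 in controls (939), L. plantarum against germ-free gave 155 under Notch RNAi (16) and 319 in controls (19), and L. brevis against L. plantarum in controls gave 866 (331). The likelihood-ratio test, chosen after seeing the data, gave 82 genes for L. plantarum against germ-free under Notch RNAi and 116 in controls. With only the libraries of the groups compared, L. plantarum against germ-free gave 1 gene under Notch RNAi and 1 in controls, L. brevis against germ-free in controls gave 0 (2172 at an unadjusted p under 0.05), and L. brevis against L. plantarum in controls gave 6. Of the other pairwise counts in these smaller fits, 2 rose, to 1304 for L. brevis against germ-free under Notch RNAi (1103) and 3892 for Notch RNAi in germ-free flies (3799). The other 3 fell, to 4314 and 3229 for Notch RNAi with L. brevis (5015) and L. plantarum (3984), and to 1438 for L. brevis against L. plantarum under Notch RNAi (1692). The smaller fits rest on 3 to 4 residual degrees of freedom, against 11 with all 17 libraries. The cause was not tested.

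Leaving out 1 library at a time gave 326 to 965 genes for L. brevis against germ-free under Notch RNAi, 0 to 19 for L. plantarum against germ-free under Notch RNAi and 250 to 1649 for L. brevis against L. plantarum under Notch RNAi (6 fits each). In controls the ranges were 252 to 1102 for L. brevis against germ-free and 0 to 44 for L. plantarum against germ-free (3 fits each), and 2 to 1292 for L. brevis against L. plantarum (6 fits). The 0 for L. plantarum against germ-free came with 1100 and 807 genes at an unadjusted p under 0.05 under Notch RNAi and 1260 in controls.

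Interaction counts moved as well. For L. brevis and germ-free flies, where 94 genes were reported, DESeq2 gave 431, the likelihood-ratio test 194 and the libraries of the groups compared 41, and the 9 fits without a library gave 0 to 217 (1445 genes at an unadjusted p under 0.05 at the 0). Between L. plantarum and germ-free, where 3 were reported, DESeq2 gave 170, the likelihood-ratio test 45, the libraries of the groups compared 0 (1455 at an unadjusted p under 0.05) and the 9 fits without a library 0 to 10. For L. brevis and L. plantarum, where 2 were reported, DESeq2 gave 65, the likelihood-ratio test 20, the libraries of the groups compared 0 (975 at an unadjusted p under 0.05) and the 12 fits without a library 0 to 10. The cause was not tested.

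Another scaling or test moved the share of higher calls by over 10 percentage points in some comparisons. With median-ratio size factors in edgeR, the L. plantarum against germ-free interaction had 2 higher and 0 lower calls (2 and 1 in the reported fit). With DESeq2 the interactions had 180 higher and 251 lower calls between L. brevis and germ-free (28 and 66), 77 and 93 between L. plantarum and germ-free, and 29 and 36 between L. brevis and L. plantarum (2 and 0). Without ribosomal RNA genes and identical copies, a choice made after seeing the data, L. brevis against L. plantarum under Notch RNAi had 1157 higher and 728 lower calls (867 and 825), and L. plantarum against germ-free in controls had 11 and 9 (14 and 5). With only the libraries of the groups compared, L. brevis against L. plantarum had 484 higher and 954 lower calls under Notch RNAi, and 1 and 5 in controls. The likelihood-ratio test gave 56 higher and 26 lower calls for L. plantarum against germ-free under Notch RNAi (7 and 9), 58 and 58 in controls (14 and 5), and 11 and 9 for the interaction between L. brevis and L. plantarum. Without a filter, and with a minimum mean count of 50, L. plantarum against germ-free in controls had 14 higher and 8 lower calls.

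The replicate numbers did not pair the samples. Over 40 pairs of libraries with the same number in different groups, deviations from the group means correlated at -0.15 to 0.18 (median 0.01), 7 of them over 0.1. With the replicate number as a block, L. plantarum against germ-free under Notch RNAi gave 37 genes (23 higher, 14 lower), the interaction between L. brevis and germ-free 111 (48 higher, 63 lower), that between L. plantarum and germ-free 1 and that between L. brevis and L. plantarum 11 (6 higher, 5 lower), and the difference of Notch in controls was 0.01 for L. brevis and 0.014 for L. plantarum against germ-free, reversed from values near 0. Of 89 results for named genes, 8 lost their call under the block. Under Notch RNAi these were CG12934 for L. brevis against germ-free and against L. plantarum, and CG1979 for L. brevis against germ-free. In controls they were PGRP-SC1a and PGRP-SC1b for L. brevis and Fst for L. plantarum, each against germ-free. For the interaction between L. plantarum and germ-free they were trbl and PGRP-LC.

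For Notch itself, differences near 0 between control groups changed sign. Between L. brevis and L. plantarum in controls it was 0.0029 without a filter on low counts and 0.013 without ribosomal RNA genes and identical copies. Across the fits without a library, it ran from -0.12 to 0.092 for L. brevis against germ-free, from -0.069 to 0.048 for L. plantarum against germ-free and from -0.12 to 0.098 for L. brevis against L. plantarum.

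Of the 89 results for named genes, those kept were 87 with DESeq2 (1 weaker, 1 stronger), 88 with the likelihood-ratio test (1 weaker), 87 with median-ratio size factors (2 weaker), 81 without a filter (7 weaker) and 51 with only the libraries of the groups compared (38 weaker). All 78 that remained with a minimum mean count of 50 were kept, and 86 of 87 without ribosomal RNA genes and identical copies. Of 525 results from fits without a library, 356 were kept, 164 were weaker and 5 were reversed.

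The gene list tests gave 29 calls as reported, 2 with the estimated correlation and 27 to 31 in the 15 fits without a library. Of 54 list results, 43 were kept with fry (8 weaker, 3 stronger), 51 with a minimum mean count of 50 (3 stronger), and all with median-ratio size factors and without ribosomal RNA genes and identical copies. Of 810 list results from fits without a library, 785 were kept, 12 were weaker, 6 stronger and 7 reversed. The reversed lists were E(spl) targets for L. plantarum against germ-free under Notch RNAi, enteroendocrine genes for L. brevis against L. plantarum in controls, digestive genes for L. brevis against germ-free under Notch RNAi and digestive genes for Notch RNAi with L. plantarum. Over all fits without a library, their camera adjusted p-values ran from 0.314 to 0.904, 0.211 to 0.974, 0.168 to 0.891 and 0.0198 to 0.979.

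The correlation of Notch RNAi effects between L. brevis and L. plantarum moved from 0.748 to 0.835 with a minimum mean count of 50. Across the fits without a library it ran from 0.697 to 0.766, that for germ-free and L. brevis from 0.552 to 0.677 and that for germ-free and L. plantarum from 0.565 to 0.690. The correlation of microbiome effects that share germ-free libraries ran from 0.353 to 0.545 under Notch RNAi and from 0.526 to 0.781 in controls. Leaving out a germ-free control library left that group with 1 library, so counts and list tests were not made for it.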

Other observations

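Chosen only after the result was seen were the tests of a larger share of enteroendocrine cells, of scaling, of a covariate collinear with the groups, of a single insertion site, of a strain interval, of enterocyte carry-over and of a swap of labels.

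Other splits of the same libraries were compared with the real groups. For Notch RNAi with L. brevis and with L. plantarum, and under Notch RNAi for L. brevis against germ-free, L. plantarum against germ-free and L. brevis against L. plantarum, 1 of 10 splits, the real one, gave as many calls. The other 9 splits gave at most 0, 1, 1, 0 and 0 calls, against 5015, 3984, 1103, 16 and 1692 in the real groups. With 10 splits the share is never under 0.1. For L. brevis against L. plantarum in controls, 2 of 10 splits gave as many calls, and the other one gave 513 with L. brevis control replicate 3 and L. plantarum control replicate 1 exchanged. For the mean Notch RNAi effect 1 of 100 splits gave as many calls, which argues against a random division of the libraries as the source. For the gene list tests 7 of 100 splits gave at least 29 calls, with a median of 20 in the other splits. These splits mix the genotypes and carry the Notch RNAi effect into other comparisons, so they decide little. In simulated counts without any change 0 of 54 list tests were called, but the genes were drawn independently there. That count therefore decides nothing for lists whose genes vary together, and with the estimated correlation 2 of the 29 calls were left.

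L. plantarum control replicate 1 lay among the L. brevis controls on the second principal component. Over the 1692 genes called between L. brevis and L. plantarum under Notch RNAi, scored with the sign found there, the L. brevis controls scored 0.29, 0.13 and 0.05 and the L. plantarum controls 0.04, -0.27 and -0.24. A swap of labels with L. brevis control replicate 3 would need that library to score with the other L. plantarum controls, and it scored 0.05. L. plantarum control replicate 1 scored 0.04, so the scores read alike with these labels exchanged and decide nothing about a swap. With the labels exchanged 513 genes were called, against 331 with the given labels. The criterion was set after an earlier form of the test had been seen. A swap therefore stays open. A mixed sample or another cause also stays open and was not tested, and no biological explanation was tested.

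Genes of the enteroendocrine list moved apart under Notch RNAi. Of 17 genes, 11 were called higher and 2 lower for the mean effect. CCHa1 rose by 4.79, AstA by 4.21 and CCHa2 by 3.22, while Tk and NPF changed by -4.85 and -3.97. A larger share of enteroendocrine cells would raise them alike, and the change of Tk by -4.85 argues against it as the whole cause. With median-ratio size factors Tk also changed by -4.85, but these factors moved the median of all genes by only -0.002, so that refit decided nothing about scaling between libraries. Scaling shifts all genes of a library alike, and the 11 genes called higher beside 2 called lower argue against it as the cause of their moving apart. A shift from Tk-producing to AstC-producing enteroendocrine cells was expected to raise mirr and lower Ptx1. The change of mirr by -3.49 goes against such a shift, and Ptx1 changed by -0.05 (edgeR adjusted p = 0.747). AstC itself rose by 1.51 (edgeR adjusted p = 4.33e-08), which goes with a shift, as do the falls of Tk and NPF. The genes thus point both ways, and this shift stays open. Other changes in the kinds of enteroendocrine cells, or in their regulation, stay open.

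Muscle transcripts were high in L. brevis control replicate 3. The other genes of the muscle list stood at a median log2 ratio of 4.29 over the other L. brevis controls, the pattern that visceral muscle carry-over predicts, and the fat body, haemocyte and ovary lists stood at 0.59, -0.04 and -0.17. Carry-over of visceral muscle is thus a candidate explanation. No biological explanation was tested.

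Heat-shock genes were higher in all L. brevis Notch RNAi libraries than in any other library. With their mean as a covariate, 108 genes were called for L. brevis against germ-free under Notch RNAi, 73 of them among the 1103 called without it. With 20 scores whose deviations within groups were shuffled, the median number of calls was 0 (0 to 279), and 18 scores left as few calls, as a covariate collinear with the groups would. The fall therefore decides nothing, and stress during dissociation and an effect of L. brevis cannot be told apart, because the score goes with the group.

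The 100 genes with the strongest evidence for the mean Notch RNAi effect lay next to one another more often than random sets of genes. They held 10 neighbouring pairs, against 0.93 on average in 10000 random sets of similar expression (permutation p = 0.0001, the smallest possible), which argues against a chance arrangement. Among genes without an exon overlap there were 6 pairs, against 1.57 (permutation p = 0.0046), which argues against reads shared by overlapping genes as the whole cause. Of these 6 pairs, 5 lay on 3R, starting at positions 11170817 to 31065253, and 1 on 3L. Outside the 1 Mb window with the most pairs 4 were left, against 0.72 in random sets treated alike (permutation p = 0.0134), which argues against a single insertion site as the whole cause. Outside the arm with the most pairs 1 was left, against 0.55 (permutation p = 0.406). With overlapping genes included 6 were left, against 0.24 (permutation p = 0.0001), but such pairs can share reads, so a strain interval along 3R stays open for the pairs without an overlap. Shared regulation of neighbouring genes stays open and was not tested.

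The rise of PGRP-SC1a and PGRP-SC1b with bacteria under Notch RNAi was weighed against 2 technical explanations. A larger enterocyte carry-over would raise the enterocyte list by a similar amount. Its median change for L. plantarum against germ-free was 0.69, which argues against a larger carry-over as the whole cause. A rise of these genes within enterocytes carried over in equal amounts would leave the list unchanged, so the test cannot exclude it. Reads shared between the paralogs would leave their sum unchanged, and the sum changed by 5.57, which argues against it, though the 2 genes cannot be separated. A response to the bacteria, in progenitors or in carried-over enterocytes, stays open as a hypothesis.

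More genes were called in the authors' deposited tables than by the quasi-likelihood test for L. plantarum against germ-free. On the genes of those tables, a likelihood-ratio test called 141 genes in controls, where the authors' deposited table calls 140 and the quasi-likelihood test called 22. The values are in line with a likelihood-ratio test behind the authors' tables, which the files do not state.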
